# Circ-phkb promotes cell apoptosis and inflammation in LPS-induced alveolar macrophages via the TLR4/MyD88/NF-kB/CCL2 axis

**DOI:** 10.1186/s12931-024-02677-6

**Published:** 2024-01-29

**Authors:** Xuxia Wei, Xiaomeng Yi, Jianrong Liu, Xin Sui, Lijuan Li, Mei Li, Haijin Lv, Huimin Yi

**Keywords:** Circ-phkb, TLR4, MyD88, NF-kB, Acute lung injury

## Abstract

**Background:**

Circular RNAs (CircRNAs) have been associated with acute lung injury (ALI), but their molecular mechanisms remain unclear.

**Methods:**

This study developed a rat model of lipopolysaccharide (LPS)-induced ALI and evaluated the modeling effect by hematoxylin and eosin staining, Masson’s trichrome staining, lung wet-to-dry weight ratio, terminal deoxynucleotidyl transferase UTP nick end labeling (TUNEL), and enzyme-linked immunosorbent assay (ELISA) detection of inflammatory factors (interleukin-1β, tumor necrosis factor alpha, and interleukin-6). Using lung tissues from a rat model of LPS-induced ALI, we then conducted circRNA sequencing, mRNA sequencing, and bioinformatics analysis to obtain differential circRNA and mRNA expression profiles as well as potential ceRNA networks. Furthermore, we performed quantitative real-time polymerase chain reaction (qRT-PCR) assays to screen for circ-Phkb in ALI rat lung tissues, alveolar macrophages, and LPS-induced NR8383 cells. We conducted induction with or without LPS with circ-Phkb siRNA and overexpression lentivirus in NR8383. Cell Counting Kit-8, C5-Ethynyl-2′-deoxyuridine (Edu), TUNEL, and cytometry were used to identify proliferation and apoptosis, respectively. We detected inflammatory factors using ELISA. Finally, we used Western blot to detect the apoptosis-related proteins and TLR4/MyD88/NF-kB/CCL2 pathway activation.

**Results:**

Our results revealed that both circRNA and mRNA profiles are different from those of the Sham group. We observed a significant circ-Phkb upregulation in NR8383 cells and LPS-exposed rats. Apoptosis and inflammation were greatly reduced when circ-Phkb expression was reduced in NR8383 cells, cell proliferation was increased, and circ-Phkb overexpression was decreased.

**Conclusions:**

In terms of mechanism, circ-Phkb suppression inhibits CCL2 expression via the TLR4/MyD88/NF-kB pathway in LPS-induced alveolar macrophages.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-024-02677-6.

## Introduction

Acute lung injury (ALI) is characterized by acute inflammation and tissue damage that causes neutrophil and macrophage dysfunction, alveolar-capillary membrane barrier destruction, and inflammatory pulmonary edema, which ultimately results in respiratory failure [1]. The lung is a continuous immune organ that is frequently exposed to antigens. Pathogen /damage-related molecular patterns can activate related pathways when microbial or aseptic trauma occurs, causing a storm of inflammatory factors and damaging tissues and organs. However, the mechanism that causes ALI remains unclear.

Macrophages are a type of cells mediated by innate immunity and adaptive immunity. They remain in a static state under physiological conditions. They can be recruited to the inflammatory site, when inflammation occurs, to activate immunity through pro-inflammatory factor synthesis and secretion. However, excessive macrophages and increased immune activation have harmful effects, which are not conducive to the timely suspension of anti-inflammatory effects and can result in overwhelming immunity causing inflammatory cytokine storm, leading to acute and chronic lung tissue injury and fibrosis [2–4]. Alveolar macrophages, located on the surface of the alveolar space lumen, are the main white blood cells in the lungs and function by initiating and resolving the immune response in the lungs [5, 6]. Evidence revealed that a decrease in alveolar macrophages improves acute ventilator-induced lung injury in rats and that the immune microenvironment shaped by alveolar macrophages promotes ALI [7, 8]. Therefore, exploring the role of alveolar macrophages in ALI is greatly significant.

Circular RNA (circRNA) is a single-strand circRNA formed in the process of transcription and back splicing. It has an upstream donor site and a downstream adopter site. Circular RNA has been verified to be involved in various physiological processes, including autophagy regulation, apoptosis, and cell proliferation. Dysregulation of its expression may cause disease occurrence [9]. Notably, lung macrophage circRNA is also involved in ALI regulation. A series of circRNAs were differentially expressed in lung macrophages in ALI mice [10–12]. In particular, a recent study revealed evidence that circ_0054633 regulates ALI inflammation, while the protective effect of drug treatment on ALI is closely related to the recovery of mmu_circ_0001679 and circ_0001212 expressions, indicating the important role of circRNA in the disease process of ALI [13, 14]. However, few studies still focus on the function of circRNA in macrophages in the context of ALI.

Therefore, this study developed the LPS-induced ALI rat model and the LPS-induced NR8383 cell inflammation model to explore the function of circRNA in ALI and expand the understanding of ALI from the perspective of circRNA.

## Methods

### Cell culture and treatment

We purchased the rat alveolar macrophage cell line NR8383 from Cellcook (Guangzhou, China) and cultured it in Dulbecco’s Modified Eagle Medium supplemented with 10% fetal bovine serum. Cells were grown at 37℃ in a humidified incubator supplied with 5% CO_2_. To establish an in vitro ALI model, LPS (100 ng/mL) was applied to NR8383 cells, followed by incubation for 48 h.

We used bronchoalveolar wash to obtain alveolar macrophages. After exsanguinations, the lung and trachea were jointly removed and five times rinsed in a 10 mL (4℃) cold saline solution. The cell suspension was centrifuged at 300 × g for 7 min, and the cell pellet was resuspended in RPMI1640 culture media containing 10% fetal calf serum, glutamine (2 mM), penicillin (100 U/mL), and streptomycin (100 µg/mL). We cultured 3 × 10^6^ cells in 6 well plates at 37℃ in an air/CO_2_ (95:5) gas phase. We removed the non-adherent cells after a 4 h attachment time by shaking. More than 95% of the adhering population were alveolar macrophages.

### Animals and ALI model construction

We purchased 12 SD rats (~ 300 g) from Guangdong Medical Laboratory Animal Center and randomly assigned them to two groups (Sham and LPS group), one receiving Sham (phosphate-buffered saline [PBS]) treatment and the other LPS (2 mg/kg, Sigma, MO, USA) induction through an intratracheal spray. Rats were then returned to the cages and were free of food and clean water. Rats were anesthetized and killed after 24 h. Lung tissues were resected for subsequent experiments. The Forevergen Biosciences Animal Center approved all the animal experiments.

### Lung wet-to-dry (W/D) weight ratio

The left lungs (*n* = 3) were immediately weighed after the rats were sacrificed and were then subjected to desiccation at 80℃ for 72 h to determine the dry weight. We calculated the lung W/D ratio by dividing the wet weight by the dry weight.

### Pathological observation and score evaluation

The right lungs (*n* = 3) were taken after the rats were euthanized, treated in 4% formaldehyde, then embedded in paraffin and sliced at 5 μm thickness, and stained with hematoxylin and eosin (H&E) staining (Hematoxylin-Eosin Staining Kit, Solarbio) and Masson’s trichrome staining (Masson’s Trichrome Stain Kit, Polysciences Inc). Lung morphologic changes were observed by light microscopy. A highly experienced and competent pathologist performed all analyses. Lung injury and lung fibrosis were scored as previously described [15, 16].

### Determination of inflammation factors

We collected bronchoalveolar lavage fluid (BALF) from the lungs to investigate the levels of inflammatory factors. This was performed by infusing the lung three times with 2 mL of sterile saline. BALF samples were centrifuged at 12,000 × g at 4℃ for 10 min. We collected and analyzed the supernatants to detect the expression of interleukin (IL)-1β, tumor necrosis factor alpha (TNF-α), and IL-6 by enzyme-linked immunosorbent assay (ELISA) kits (Beyotime, Shanghai, China) following the manufacturers’ instructions.

### RNA isolation and RNA-seq

Lung tissues of Sham and LPS-induced rats were ground in liquid nitrogen. TRIzol reagent (Invitrogen, MA, USA) was used to extract total RNA from lung tissues. After quality validation, total RNA was subjected to RNA-seq. The cDNA library was first prepared using the SmartPCR cDNA kit (CLONTECH Laboratories, Japan). Adaptors were then removed using RsaI digestion (Thermo Fisher Scientific), fragmented, and profiled with Agilent Bioanalyzer. After quality verification using an Agilent Bioanalyzer 2100, cDNA libraries were sequenced on an Illumina HiSeq2000 perform.

### Bioinformatic analysis

We identified the differentially expressed circRNAs and mRNAs using the R software (3.1 version) based on relative levels from next-generation RNA sequencing. The relative RNA expression was determined using the Cufflinks 2.0.2 software. Significantly differently expressed circRNA and mRNA were defined as a fold change of ≥ 2.0 and a false discovery rate of < 0.001.

We connected the differentially expressed circRNAs and mRNAs with miRNAs that were predicted to have binding sites to circRNAs or mRNAs using Miranda software (3.3 version) and Cytoscape (3.2.1 version) to generate a circRNAs-miRNAs-mRNAs interaction network. We performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) platform (http://www.genome.jp/kegg/) using KOBAS3.0 (http://kobas.cbi.pku.edu.cn/kobas3/?t=1) to predict the potential role of deferentially expressed circRNAs and mRNAs.

### CircRNA identification and expression quantification

Total RNA was isolated using TRIzol reagent (Invitrogen, Thermo Fisher Scientific) and transcripted to cDNA using the One Step TB Green® PrimeScript™ PLUS RT-PCR kit (Takara, Dalian, China). Genomic DNA (gDNA) was isolated using EasyPure® Genomic DNA Kit (TransGEN, Beijing, China) for circRNA identification. We amplified gDNA and cDNA using divergent and convergent primers and the resultant production was purified and subjected to Sanger sequencing to identify the back splicing site. We amplified cDNA using TB Green® Premix Ex Taq™ II (Takara, TOKO, Japan) with specific circRNA primers to detect the relative expression of circRNA. Table 1 lists the primers used for polymerase chain reaction (PCR) and quantitative real-time PCR (qRT-PCR).

**Table 1:** The information of primers used in this study

Primers name	Primers sequence (5’to3’)	Product size(bp)
rat-circ-Herc1-CF	AACCTTTCCCTGTAGTGGGC	181
rat-circ-Herc1-CR	GCCTCACCGGTCCATTAAGA	
rat-circ-Herc1-LF	GAAACGTGGACAATGCGGAG	165
rat-circ-Herc1-LR	AACGTGGCCACTGCTTATGT	
rat-circ-Smtnl2-CF	CCATGGCTGAAGCATGGAACA	135
rat-circ-Smtnl2-CR	GATGAGGCTTGGACCTCAGA	
rat-circ-Smtnl2-LF	CAGATCCTGCTCGAGTGGTG	165
rat-circ-Smtnl2-LR	CTGCCTTTGTGTGGGACTCA	
rat-circ-Tlk2-CF	CCACAACGTCGAGTAGAACAGC	145
rat-circ-Tlk2-CR	CCCTTGGCGCTAACTGCT	
rat-circ-Tlk2-LF	GTGTGCTAGCCCCGAGTAAG	175
rat-circ-Tlk2-LR	GAAGCATTCACAAGCGGAGC	
rat-circ-Susd1-CF	AGACGTCTGTGCCACTTGC	129
rat-circ-Susd1-CR	ACCCCCTAGGGAAACTTACCA	
rat-circ-Susd1-LF	GACACCTGTGTGAGATGGCA	190
rat-circ-Susd1-LR	TGCTCACGGTGTAATTGGCT	
rat-circ-Arl1-CF	CCATGTTGGAGGTGGCTTTT	133
rat-circ-Arl1-CR	AACTTCTCCAACCTGCAATCT	
rat-circ-Arl1-LF	CGACGAGGCAATGGAATGGT	136
rat-circ-Arl1-LR	CCTTCCACCAGTCACGAGAA	
rat-circ-Tcaim-CF	CGCAGTTGATGGATGCTTGG	125
rat-circ-Tcaim-CR	TCGATACATAACAGGGCGGAC	
rat-circ-Tcaim-LF	TGTCCACCATCACTGGACAC	140
rat-circ-Tcaim-LR	CAGGCTGCAGCTCTTCGATA	
rat-circ-Tbc1d8-CF	TGATCGATGCTGTGACGGAC	197
rat-circ-Tbc1d8-CR	CCGGTGAGCATAAGCTGTCA	
rat-circ-Tbc1d8-LF	AACGTTGGAGGAAATCAACCG	125
rat-circ-Tbc1d8-LR	CGATCAGAGCCTTCACCTTCC	
rat-circ-Phkb-CF	GCAGGCTGATAAGGCTCAGTT	183
rat-circ-Phkb-CR	GGACTTCTGATCTCCACCACAA	
rat-circ-Phkb-LF	TGCTCTACAAGCAGTCAGGC	165
rat-circ-Phkb-LR	GATCCTCCCTGGCAAACACA	
rat-Mmp9-F	CACTGTAACTGGGGGCAACT	150
rat-Mmp9-R	CACTTCTTGTCAGCGTCGAA	
rat-CCL2-F	ttcacagttgctgcctgtag	139
rat-CCL2-R	tgctgctggtgattctcttg	
rat-GAPDH-F	GCAAGAGAGAGGCCCTCAG	74
rat-GAPDH-R	TGTGAGGGAGATGCTCAGTG	

### siRNA and plasmid transfection

We synthesized circ-Phkb siRNA (siRNA-1, sense, 5′-AGGCTGATAAGGCTCAGTTTA-3′, antisense, 5′-TAAACTGAGCCTTATCAGCCT-3′;siRNA-2, sense, 5′-GCTGATAAGGCTCAGTTTATG-3′, antisense, 5′-CATAAACTGAGCCTTATCAGC-3′) (Genepharm, Shanghai, China) and add transfected them into cells using Lipofectin transfection reagent (Invitrogen) following the manufacture’s instruction. A lentivirus-based vector containing circ-Phkb fragment was constructed and transfected into cells using Lipofectin transfection reagent to overexpress circ-Phkb in NR8383 cells.

### Cell proliferation assay

Cell proliferation was determined by Cell Counting Kit-8 (CCK8) assay or 5-Ethynyl-2-deoxyuridine (Edu) staining. NR8383 cells were plated in a 96-well plate at a concentration of 3 × 10^4^ cells/mL (100 µL/well). Following LPS incubation for 24, 48, and 72 h, 10 µl of CCK-8 was added to each well, and the mixture was incubated for 2 h at 37 ℃. We used an auto-microplate reader (ReadMax 1900, Shanpu, Shanghai, China) to measure optical density at 450 nm. Cells were cultured in 24-well plates for the EdU assay. 10 µM EdU reagent (Biyotime, Shanghai, China) was added to each well and incubated at 37℃ for 2 h. Then, the cells were fixed with 4% paraformaldehyde, 0.3% Triton X-100 and incubated with 100 µl Click reaction mixture for 30 min. Finally, cell nuclei were stained with Hoechst-33,342 and images were captured using a fluorescence microscope.

### Flow cytometry

We collected NR8383 cells with EDTA-free pancreatin (Gibco) and washed them with PBS. Cells (1 × 10^6^ cells) were then resuspended in binding buffer, and 1 × 10^5^ cells were subsequently stained with Annexin V-FITC and PI (Sigma–Aldrich) for 20 min. Afterward, cells were incubated in the dark for 1 h at room temperature. We used FACScan (Beckman Coulter, Fullerton, CA, USA) to detect the population of apoptotic cells and FlowJo software (Treestar, Ashland, OR, USA) to analyze them.

### Terminal deoxynucleotidyl transferase UTP nick end labeling (TUNEL) assay

The cells were fixed with 4% PFA at room temperature for 1 h, permeabilized with 0.1% Triton for 10 min, washed with PBS, and stained with a commercial TUNEL cell death detection kit (Roche, Switzerland) according to the manufacturer’s instructions. We used a 200× inverted fluorescent microscope (Olympus, Tokyo, Japan) to measure the number of cells. Three fields of view per region were used to tally the number of TUNEL-positive cells.

### Western blot

Proteins were extracted from ALI lung rats or NR8383 cells using radioimmunoprecipitation assay lysis buffer (Beyotime). A total of 30 µg of proteins from each sample were separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis. After transferring the proteins to the polyvinylidene fluoride (PVDF) membranes (Millipore, Bedford, USA), the PVDF membranes were blocked with 5% BSA (Beyotime), and then incubated with primary detection antibodies followed by anti-rabbit or anti-mouse secondary antibodies. Table 2 lists the antibodies used in this study. GAPDH was used as an internal loading control.

**Table 2:** The information of antibodys used in this study

Antibody name	Company	Product No.	Concentration of use
GAPDH	Proteintech	60004-1-lg	1: 8000
Caspase3	CST	9662	1: 1000
P65	Abcam	ab7970	1: 1000
Bax	Proteintech	50599-2-lg	1: 8000
TLR4	Abcam	ab217274	1: 300
Cleaved-Caspase3	CST	9661	1: 1000
CCL2	bioss	bs-1101R	1: 500
p-P65	CST	3033	1: 1000
MyD88	CST	4283	1: 1000
Bcl2	CST	3498	1: 1000

### Statistical analysis

All the data presented were analyzed with GraphPad Prism software v8.0. Data were expressed as mean ± standard deviation calculated from at least three independent experiments. Differences between two groups and more than two groups were analyzed with a t-test and a one-way analysis of variance, respectively. Statistical significance was set at *P < 0.05.

## Results

### CircRNA and mRNA profiles are alert in LPS-induced ALI rats

We developed the LPS-induced ALI rat model to investigate the circRNA and mRNA profiles. H&E and Masson’s staining revealed significant bleeding, alveolar septal thickening, inflammatory cell infiltration, and diffuse fibrosis in LPS-induced ALI rats (LPS) (Fig. 1A). Lung injury score and fibrosis score in the LPS group were significantly higher than those in the Sham rats (Sham) (Fig. 1B and C). Additionally, the TUNEL assay demonstrated an apoptotic signal in the lung tissue of rats, indicating a significantly increased number of apoptotic cells in ALI rats (Fig. 1D). Moreover, a higher lung W/D ratio was observed in the LPS group than in the Sham group (Fig. 1E). The contents of inflammatory cytokines IL-1β, IL-6, and TNF-α in alveolar lavage fluid were significantly higher than those in the Sham group (Fig. 1F and H).

**Fig. 1:**
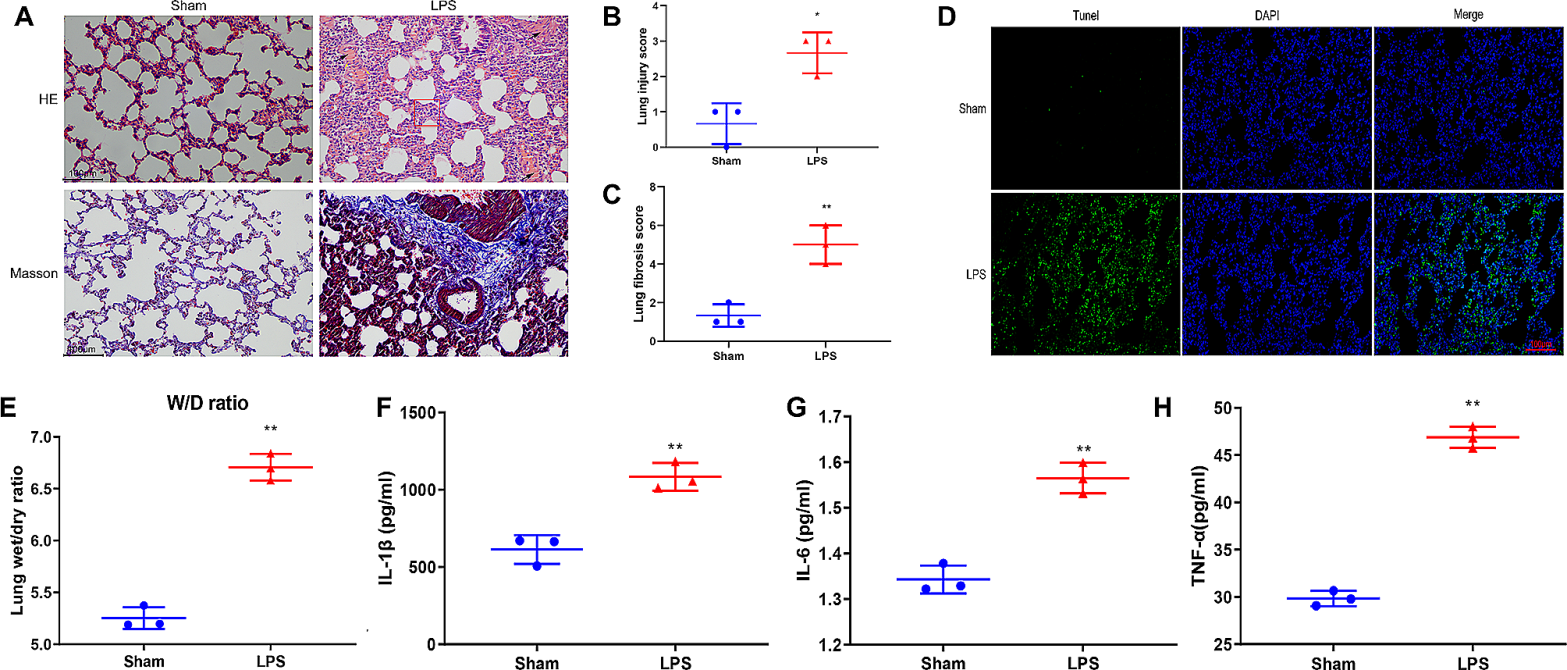
LPS-induced tissue damage, fibrosis, and inflammation in the lung of ALI rats. **(A)** H&E staining and Masson staining of Sham rats and ALI rats induced by LPS. The red boxes indicate the thickening of the alveolar septum, the black arrows represent bleeding, and the yellow arrows denote inflammatory cell infiltration. Lung injury score **(B)** and fibrosis score **(C)** in each group. **(D)** TUNEL assay showing apoptotic cells in lung tissue. **(E)** Lung wet/dry (W/D) ratio of each group. IL-1β **(F)**, IL-6 **(G)**, and TNF-α **(H)** inflammatory cytokines were measured by ELISA. ** *P* < 0.01 vs. Sham,* *P* < 0.05 vs. Sham

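Lung tissue was taken from Sham rats, which received PBS, and from LPS rats, which received LPS at 2 mg/kg by intratracheal spray, 24 h after treatment. The values analysed here come from 1 Sham library and 1 LPS library. Neither the paper's text nor the sample labels state whether RNA of several rats was pooled in a library, so there is no replicate error and differences between the libraries have no replicate check. The methods describe a SmartPCR cDNA kit with RsaI digestion, whereas the sample labels describe removal of ribosomal RNA, RNase R digestion of linear RNA to enrich circRNA, and a strand-marked library. The table lists 4734 circRNAs by the chromosome, start and end of their back-splice junction, with host gene names. The genome build is not stated, and coordinates are given as deposited. The authors deposited 1 value per circRNA and library under the heading TPM. In each column the values sum to 1000000 and follow steps of 1 size whatever the span of the circRNA, so they are read here as junction reads scaled to that total (CPM). A circRNA absent from a library is set to 0.001. In the Sham column 1 read is worth 26.2 CPM, and in the LPS column 19.0 CPM, which gives depths of 38112 and 52505 junction reads. Of the values above the fill-in, 100% were whole multiples of these steps. The largest deviation from a whole read was 2.2e-04 reads in Sham and 2.8e-05 reads in LPS. No circRNA is listed with 1 read in either library, and 698 Sham and 710 LPS values are at 2 reads, so the fill-in covers 0 or 1 read. It allows up to 4.74 reads (the one-sided 95% Poisson limit for 1 read), which is 124 CPM in the Sham library and 90.4 CPM in the LPS library. The median listed above the fill-in had 5 reads in either library. Fold changes were computed on a log2 scale with the fill-in as 0 reads and after adding 0.5 reads to each value, which understates the change of circRNAs with few reads above the fill-in and can overstate that of circRNAs at the fill-in, where 1 read may be hidden. Because the values are not counts and each group has 1 library, no test is used for the results. The fold change threshold is used without the false discovery rate of the methods. Exact tests that had been run on the read numbers are only described, without their counts. Intervals are 95% Wilson intervals and, like the limits for the fill-in, cover counting error only, since PCR reads without molecular identifiers are not independent molecules.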

We collected lung tissues of LPS and Sham rats for RNA-seq sequencing and then analyzed the characteristics of differentially expressed circRNA and mRNA. The heat map showed that the circRNA expression profile of LPS was different from that of the Sham group (Fig. 2A). 

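Of the 4734 circRNAs, 1757 were listed with at least 2 reads in both libraries, 1533 in the Sham library only and 1444 in the LPS library only. Those with reads in both held 83.3% of the reads of either library. The circRNAs seen in 1 library only had a median of 3 reads there, so for most of them the absence from the other library lies near the limit of detection. Across the shared circRNAs, which are not independent replicates, the Spearman correlation of the values was 0.61 and the Pearson correlation of their log2 values was 0.69. For the 142 shared circRNAs with at least 100 reads over both libraries, the log2 fold changes had an SD across circRNAs of 1.10, against 0.26 from the sampling of reads alone. How much of this spread separates the groups and how much separates any pair of libraries cannot be measured with 1 library per group.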

Scatter plots demonstrated significant changes in a series of circRNAs in the lungs of rats after LPS induction. Among them, 267 were differential circRNAs, 174 of which were upregulated in the LPS group and 93 were downregulated in the LPS-induced ALI rats (Fig. 2B). 

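The circRNA with the most reads, from Gigyf2 on chromosome 9 between 94463647 and 94481167, was at 61477 CPM in the Sham library (95% interval 59109 to 63933) and 27274 in the LPS library (25915 to 28702), a 2.25-fold lower value. With the median ratio of shared circRNAs as the scale, its log2 fold change went from -1.17 to -0.71, short of 2-fold, and with that of shared circRNAs with at least 50 reads, chosen after seeing the data, it was -1.62. The largest values at the Sham fill-in belonged to Dock6 (chromosome 8, 22862817 to 22863273), with 163 LPS reads and a value at least 24.9-fold higher than the limit the fill-in allows, to Zc3h4 (chromosome 1, 78369712 to 78370333), with 115 LPS reads, and to Riok1 (chromosome 17, 27440591 to 27442626), with 103 LPS reads. In the other direction, Tmem164 (chromosome X, 114016360 to 114041613) had 114 Sham reads and was at the LPS fill-in, a value at least 33.1-fold lower against that limit. Among circRNAs with reads in both libraries, Fanci (chromosome 1, 141127539 to 141127840) rose from 3 to 77 reads, 78.7 CPM (26.8 to 231) in Sham and 1467 CPM (1174 to 1832) in LPS, and Trappc6b (chromosome 6, 80149001 to 80150524) rose from 21 to 284 reads, 9.82-fold in CPM. The Col3a1 junction between 52047737 and 52048142 on chromosome 9 fell from 32 reads to 2, 840 CPM (595 to 1185) in Sham and 38.1 CPM (10.4 to 139) in LPS.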

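By fold change alone, 3739 of the 4734 circRNAs differed at least 2-fold between the libraries. Of these, 1688 were higher and 2051 lower in the LPS library. Only 762 of them had reads in both libraries, and 2812 had fewer than 10 reads over both. When both libraries were drawn at random from 1 common profile at the real depths, with no change between them, between 944 and 1021 circRNAs were at least 2-fold higher and between 575 and 644 at least 2-fold lower in 20 draws. The profile held the listed circRNAs only, and those with fewer than 2 reads in each drawn library were not counted. The draws can thus list fewer circRNAs than the real table and understate the counts expected without a change. A minimum of 10 reads over both libraries moved the counts most, to 459 higher and 468 lower, and the draws without a change then gave at most 107 and 103. With the fill-in taken as 1 read, chosen after seeing the data, 883 were higher and 2051 lower. Fisher's exact test on the read numbers was set before the data were examined. Run with the paper's thresholds, it had given far fewer circRNAs, close to the paper's counts and with more higher than lower ones. Its counts are not reported as results because the deposited values are CPM, from which the read numbers were derived. Leaving them out departs from the plan. The paper defines differential circRNAs by a fold change threshold together with a false discovery rate, and states from these that more circRNAs were upregulated than downregulated.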

Analysis of the length of these differentially expressed circRNAs revealed that the main length of these circRNAs was concentrated within 500 nt (Fig. 2C). 

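The table gives the ends of each junction and no spliced length, so the genomic span between the ends was used, which includes introns and is an upper limit on the length of the circRNA. Of the circRNAs at least 2-fold different between the libraries, 490 of 3739 spanned at most 500 nt, or 13.1% (95% Wilson interval 12.1 to 14.2). The share among all circRNAs was 12.5% (11.6 to 13.4). The median span was 4057 nt for the higher and 4817 nt for the lower circRNAs, and 4394 nt for all. With at least 10 reads over both libraries, the share of at most 500 nt was 14.5%.

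**Figure D1:**
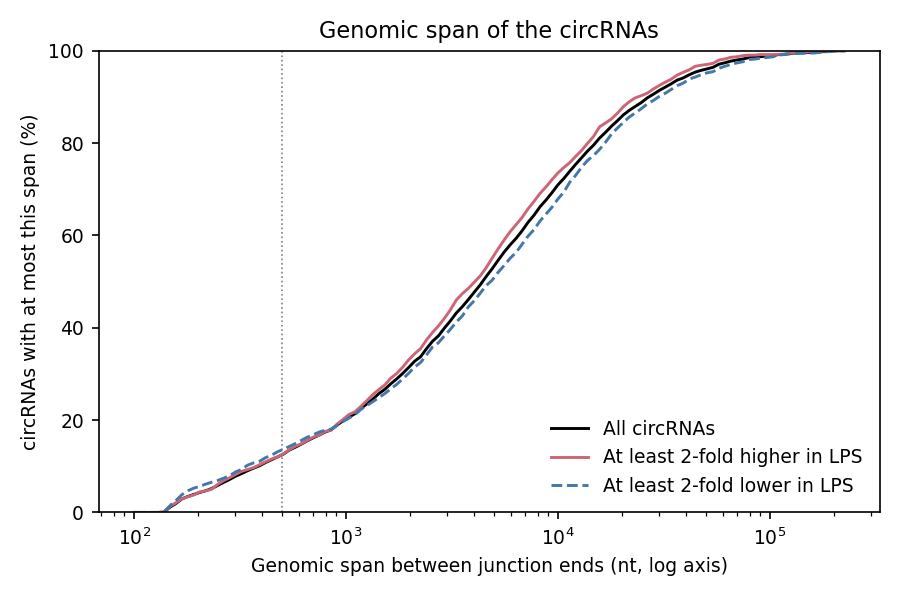
Cumulative percentage of circRNAs (vertical axis) with at most the genomic span on the horizontal log axis in nt, for all circRNAs and for those at least 2-fold higher or lower in the LPS library. The dotted line marks 500 nt, where the 3 curves lie between 12.5% and 13.5%.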

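The circRNAs in the table lie on 22 chromosomes, the 20 autosomes of the rat with X and Y, and each of the 22 carried circRNAs at least 2-fold different between the libraries. Their number followed the number of circRNAs listed per chromosome (Pearson correlation 0.999 across chromosomes, which are not replicates). Since 79.0% of all listed circRNAs passed 2-fold, so high a correlation was largely fixed in advance and says little about location. Chromosome 1, with 512 circRNAs, had 196 higher and 211 lower in the LPS library. On chromosome 20, 46 of 128 were higher and 57 lower. The share that differed ranged from 74.6% on chromosome 17 to 82.1% on chromosome 15. Chromosome Y had 4 circRNAs with 8 Sham and 11 LPS reads in all, and with a minimum of 10 reads over both libraries 21 chromosomes remained.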

The genomic location analysis showed that these circRNAs were distributed on all chromosomes except for CHR21 and CHR22 (Fig. 2D).

**Fig. 2:**
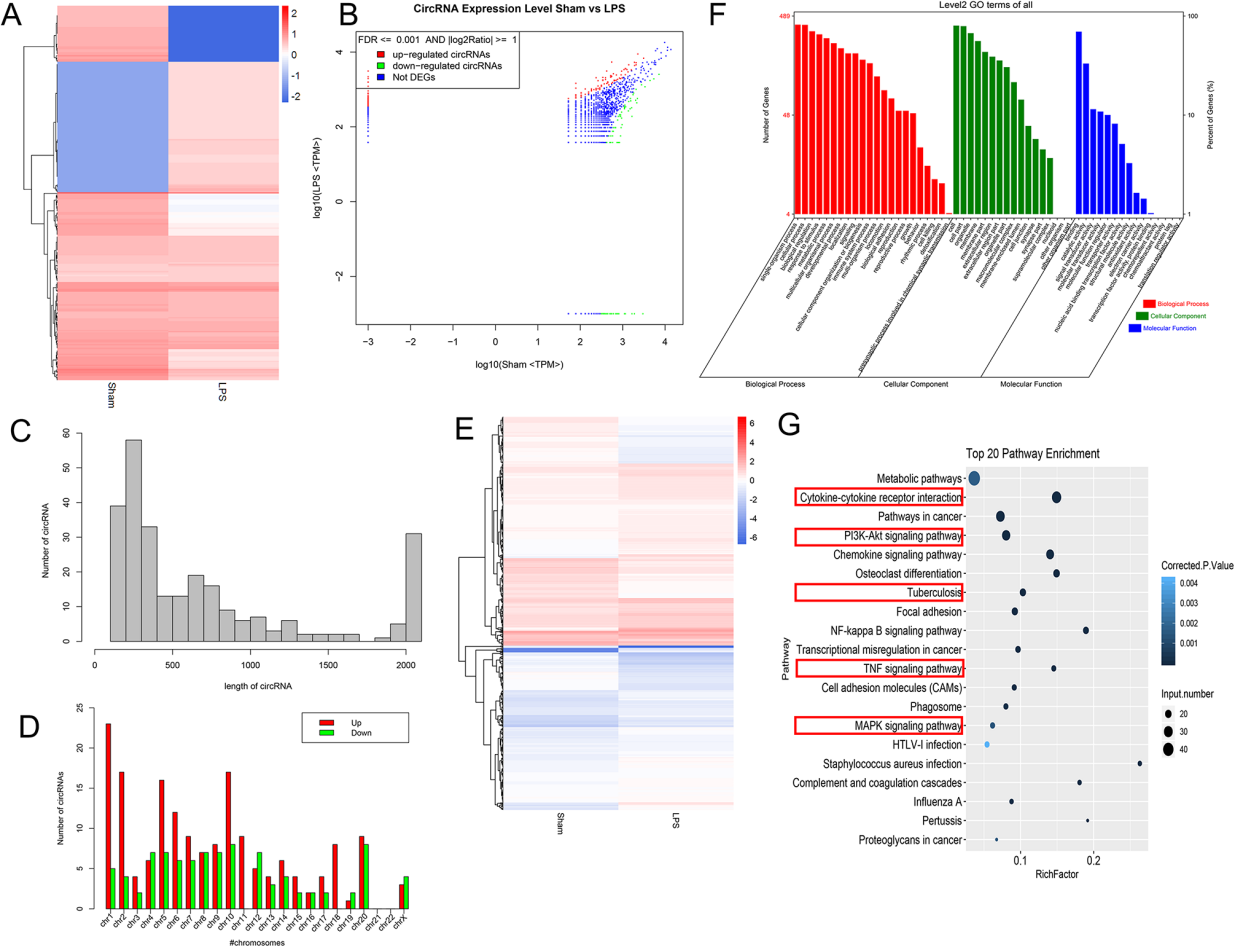
RNA-seq shows differential expression profiles of circRNA and mRNA in the lung tissue of ALI rats. **(A)** The heat map shows the differentially expressed circRNA expression profile of the LPS-induced ALI rats. **(B)** Scatter plot showing the differentially expressed circRNA. The length distribution **(C)** and the chromosome position of the differentially expressed circRNA **(D)**. **(E)** The heat map shows the differentially expressed mRNA expression profile of the LPS group. **(F)** GO analysis shows the most enriched GO terms for differentially expressed mRNA. **(G)** KEGG analysis shows the pathways enriched with the differentially expressed mRNAs

We first analyzed the differences in transcriptome expression profiles in lung tissues of LPS and Sham rats to explore the potential function of differentially expressed circRNAs. The heat map demonstrated different transcriptome expression profiles of lung tissues of LPS and Sham rats. LPS rats demonstrated 689 differential mRNAs, 451 of which were upregulated in the LPS group and 238 were downregulated in the LPS group (Fig. 2E). GO analysis revealed that differentially expressed genes were enriched in terms of response to stimulus, immune system, metabolic, etc. (Fig. 2F). KEGG enrichment analysis revealed that differentially expressed genes were mainly concentrated in the signaling pathways of cytokine-cytokine receptor interaction, PI3K-Akt, tuberculosis, NF-kB, TNF, MAPK, etc. (Fig. 2G).

We further analyzed the correlation between differentially expressed circRNAs and differentially expressed mRNAs. We predicted the miRNAs that target both differentially expressed circRNAs and differentially expressed mRNAs, and then drew the circRNA-miRNA-mRNA interaction network (Fig. 3). We selected the top 8 circRNAs whose target genes were involved in inflammatory or oxidative damage signaling pathways and had the highest differential expression folds as candidates for further validation.

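For each host gene of the primer table, Fig. 3 draws 1 junction, and all 8 of these were at least 2-fold higher in the LPS library. The primers were not matched to a genome here, so the junction of each candidate is taken from that figure. Of them, 4 were at the Sham fill-in. These were Tlk2 (chromosome 10, 93451477 to 93483645) with 30 LPS reads, Susd1 (chromosome 5, 76586377 to 76622611) with 29, Tcaim (chromosome 8, 131848802 to 131860607) with 28 and Herc1 (chromosome 8, 72065616 to 72067595) with 26. Against the 4.74 Sham reads that the fill-in allows, their CPM values were at least 4.59-fold, 4.44-fold, 4.28-fold and 3.98-fold higher. Smtnl2 (chromosome 10, 58961407 to 58965487) had 3 Sham and 57 LPS reads, 78.7 CPM (26.8 to 231) and 1086 CPM (838 to 1406). Arl1 (chromosome 7, 29284390 to 29288495) had 4 and 42 reads, 7.62-fold higher in CPM. Tbc1d8 (chromosome 9, 46104677 to 46105695) had 16 and 76 reads, 3.45-fold higher. Other junctions of the same genes went different ways. The other 3 Tlk2 junctions together had 28 Sham and 27 LPS reads, the other 3 Tcaim junctions 11 and 5 (0.33-fold in CPM), the other 3 Herc1 junctions 20 and 18 (0.65-fold), and the second Arl1 junction 28 and 42. The second Tbc1d8 junction went from the fill-in to 7 reads, and the second Susd1 junction from the fill-in to 3.

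**Figure D2:**
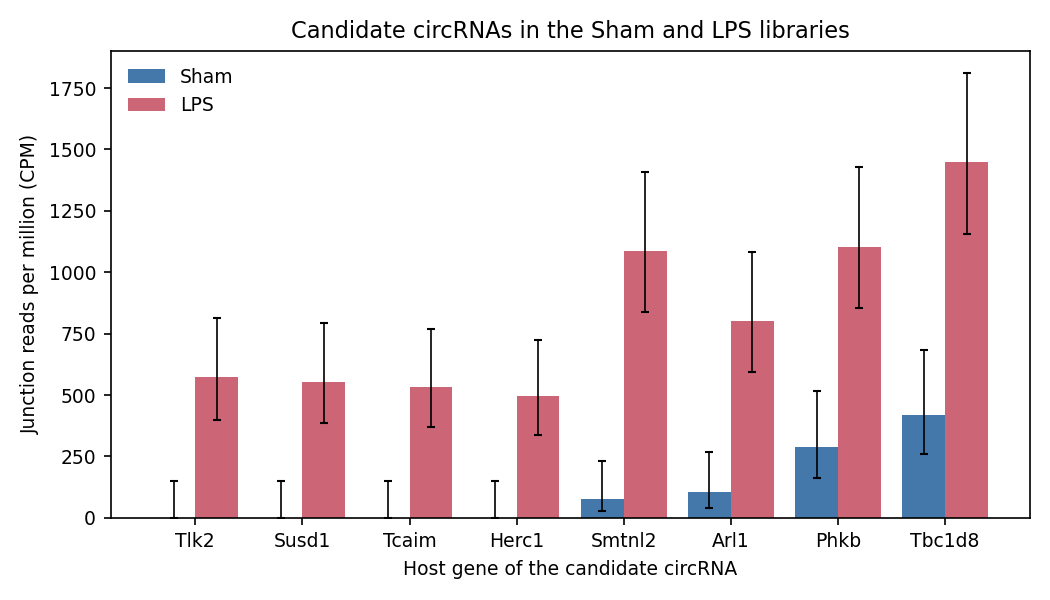
CPM (vertical axis) of the 8 candidate circRNAs in the Sham and LPS libraries, 1 library each, by host gene. Error bars are 95% Wilson intervals of the reads. For Tlk2, Susd1, Tcaim and Herc1, at the Sham fill-in, the bar reaches the upper Wilson limit for 1 read, 149 CPM. This is not the one-sided Poisson limit used for the folds in the text.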

**Fig. 3:**
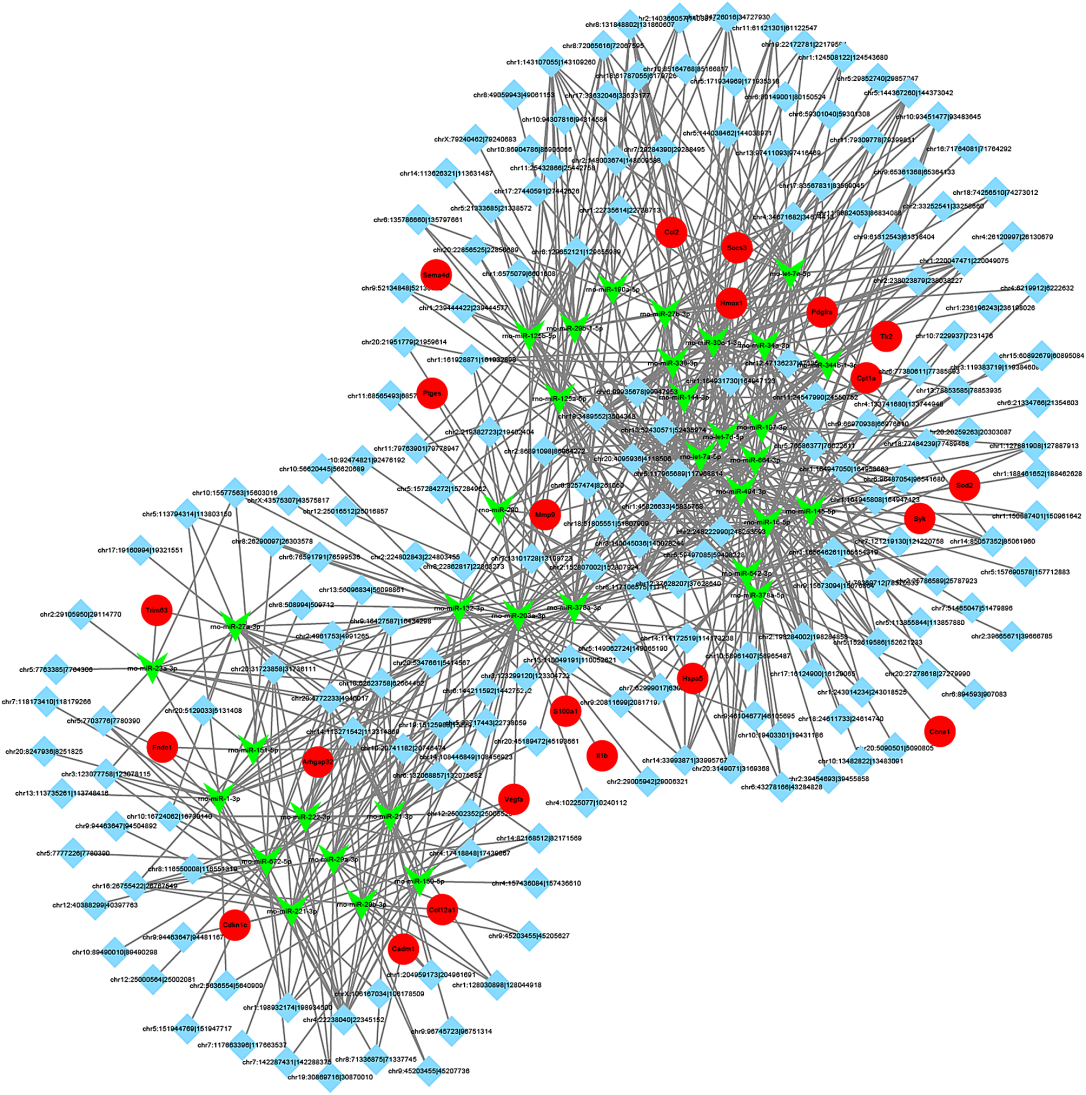
The ceRNA network for differentially expressed circRNAs and mRNAs

### Circ-phkb induces cell apoptosis and inflammation in lung macrophage

We stimulated rat lung macrophage cell line NR8383 with LPS (100 ng/ml) to develop an in vitro ALI model to study the function of differentially expressed circRNA on lung injury, and cell apoptosis, proliferation, and inflammatory factor levels were determined to assess the effects of LPS on cell injury and inflammation.

Cell activity was first evaluated using CCK8 assay at 24 h, 48 h, and 72 h after LPS induction. A significant decrease in cell viability was observed after 48 h of LPS treatment (Fig. 4A) while the amount of apoptotic cells, which were detected by flow cytometry, were increased after 48 h of LPS induction (Fig. 4B). Moreover, the Edu assay revealed a suppressed cell proliferation in LPS-induced cells (Fig. 4C) whereas the TUNEL assay demonstrated increased apoptosis in LPS-induced cells for 48 h (Fig. 4D). Supported by flow cytometry and TUNEL assay results, Western blot (WB) revealed that apoptosis-associated proteins Bax and Caspase 3 were significantly upregulated while anti-apoptosis-associated BCL2 was significantly downregulated (Fig. 4E) after 48 h of LPS treatment. We determined the expression of inflammatory cytokines IL-1β, IL-6, and TNF-α in the supernatant of NR8383 cells to evaluate the effect of inflammation caused by LPS. ELISA assay revealed that the release of IL-1β, IL-6, and TNF-α was upregulated after 48 h of LPS induction (Fig. 4F and H).

**Fig. 4:**
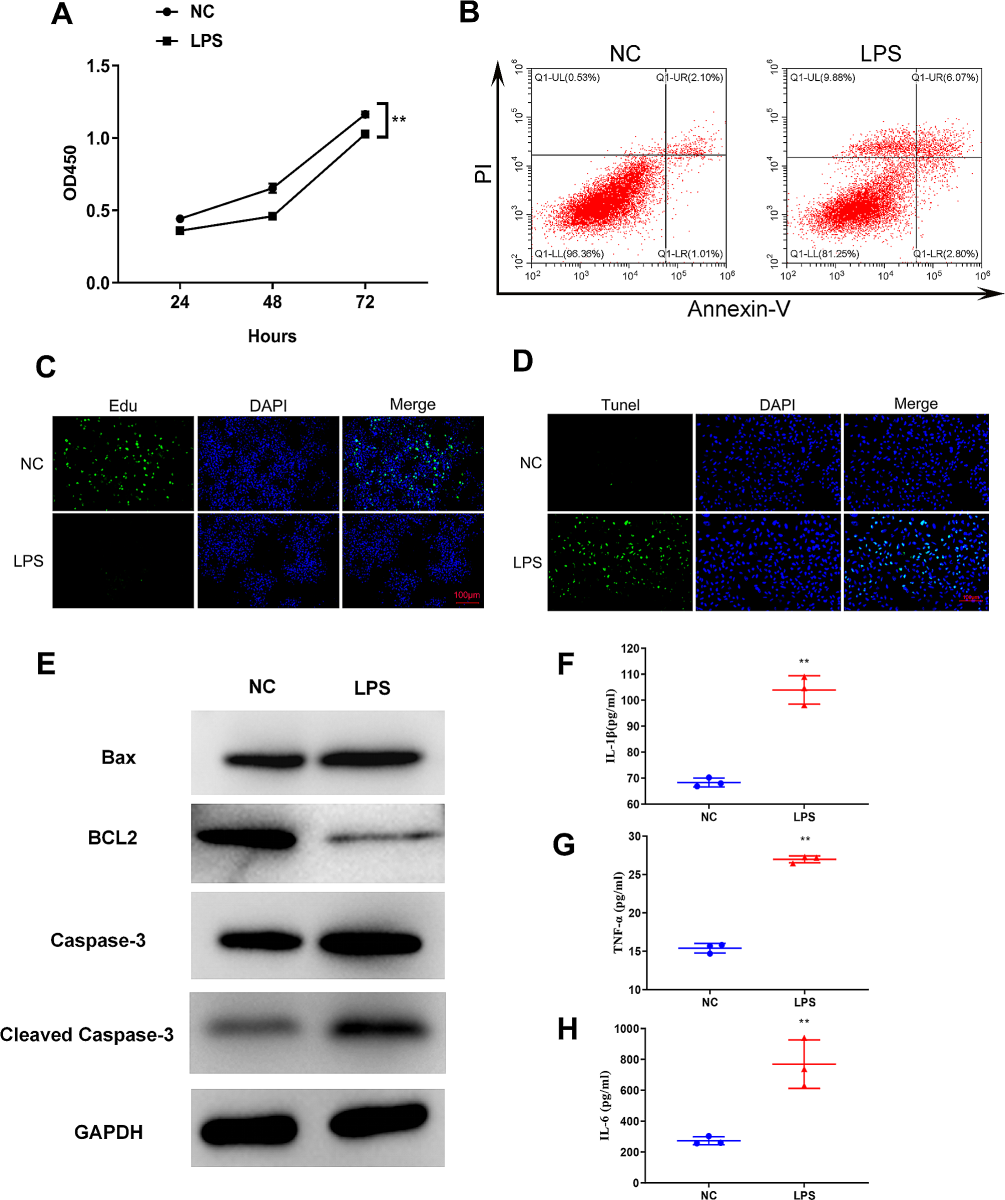
The effect of LPS on proliferation, apoptosis, and inflammation in NR8383 cells. **(A)** CCK8 assay showing the activity of LPS-induced NR8383. **(B)** Flow cytometry analysis of LPS-induced apoptosis of NR8383 after 48 h. **(C)** Edu staining showing the proliferation level of NR8383 cells after 48 h of LPS induction. **(D)** TUNEL assay showing the level of apoptosis in LPS-induced NR8383 cells. **(E)** WB showing the expression level of apoptosis-related protein. The levels of IL-1β **(F)**, TNF-α **(G)**, and IL-6 **(H)** in cell supernatant were detected by ELISA assay. **p < 0.01 vs. NC

We further confirmed 8 circRNAs in the LPS-induced in vitro model. Among them, circ-Phkb had a circular form and a cleavage site (Figures S1, S2, 5 A, and 5B), and were upregulated in lung tissues of LPS-induced rats (Figures S3 and 5 C) and alveolar macrophages (Fig. 5D) and alveolar macrophage NR8383 cells (Figures S4 and 5E). Additionally, the expression trend of circ-Phkb was consistent with the sequencing results, and the differential expression folds were higher between groups compared to other differential circRNAs, so it was selected for subsequent studies.

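The circ-Phkb junction drawn in Fig. 3 lies on chromosome 19 between 22172781 and 22179584. It had 11 reads in the Sham library, 289 CPM (95% interval 161 to 517), and 58 reads in the LPS library, 1105 CPM (855 to 1428). This is a 3.83-fold higher value, or 1.88 on the log2 scale with 0.5 reads added. With the median ratio of the shared circRNAs as the scale the log2 fold change was 2.35. The table holds 5 other Phkb junctions, which together had 25 reads in each library, 656 CPM in Sham (444 to 968) and 476 in LPS (323 to 703). The junction from 22177001 to 22179584, which shares its end with circ-Phkb, had 16 Sham and 19 LPS reads. The siRNA sequences were not matched to a genome here, so which of these junctions they target was not tested. The paper reasons from the direction of this change, set beside its qRT-PCR, and from the size of a fold, without stating whether of sequencing or of qRT-PCR, to select circ-Phkb for the functional experiments. It also reports PCR and Sanger sequencing of the circular form. By qRT-PCR it reports higher circ-Phkb in lung tissue, alveolar macrophages and the macrophage cell line. None of these assays was examined here.

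**Figure D3:**
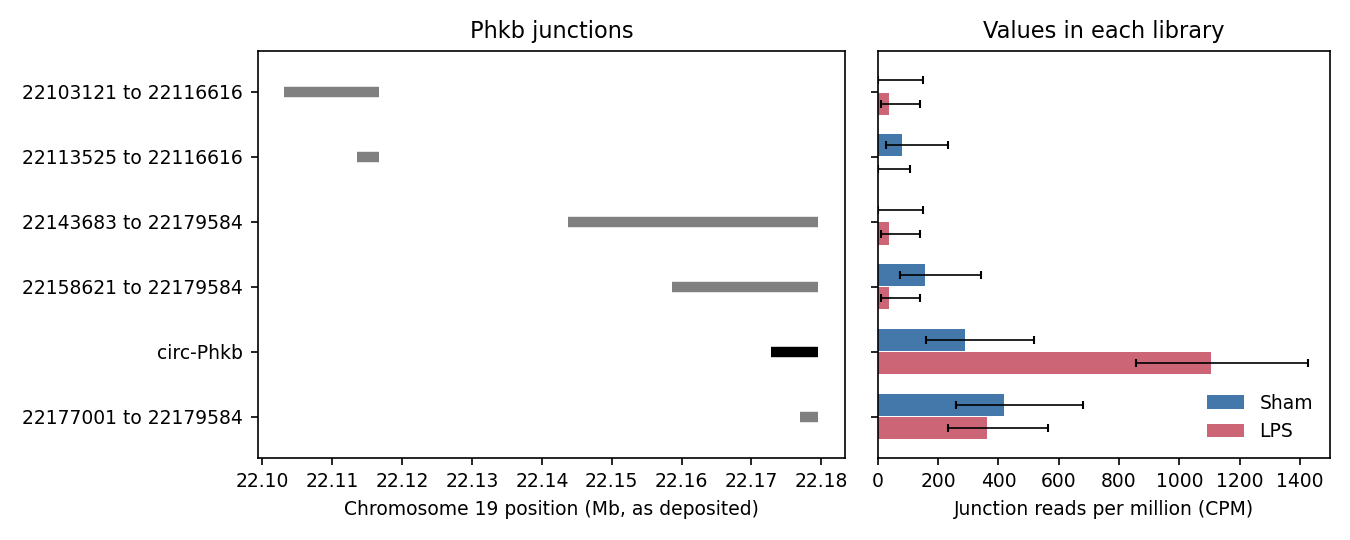
The 6 Phkb junctions on chromosome 19, drawn to scale at their deposited positions in Mb (left), and their CPM in the Sham and LPS libraries with 95% Wilson intervals (right). At the fill-in, the bar reaches the upper Wilson limit for 1 read, 149 CPM in Sham and 108 CPM in LPS. The circ-Phkb junction, in black, goes from 289 to 1105 CPM.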

**Fig. 5:**
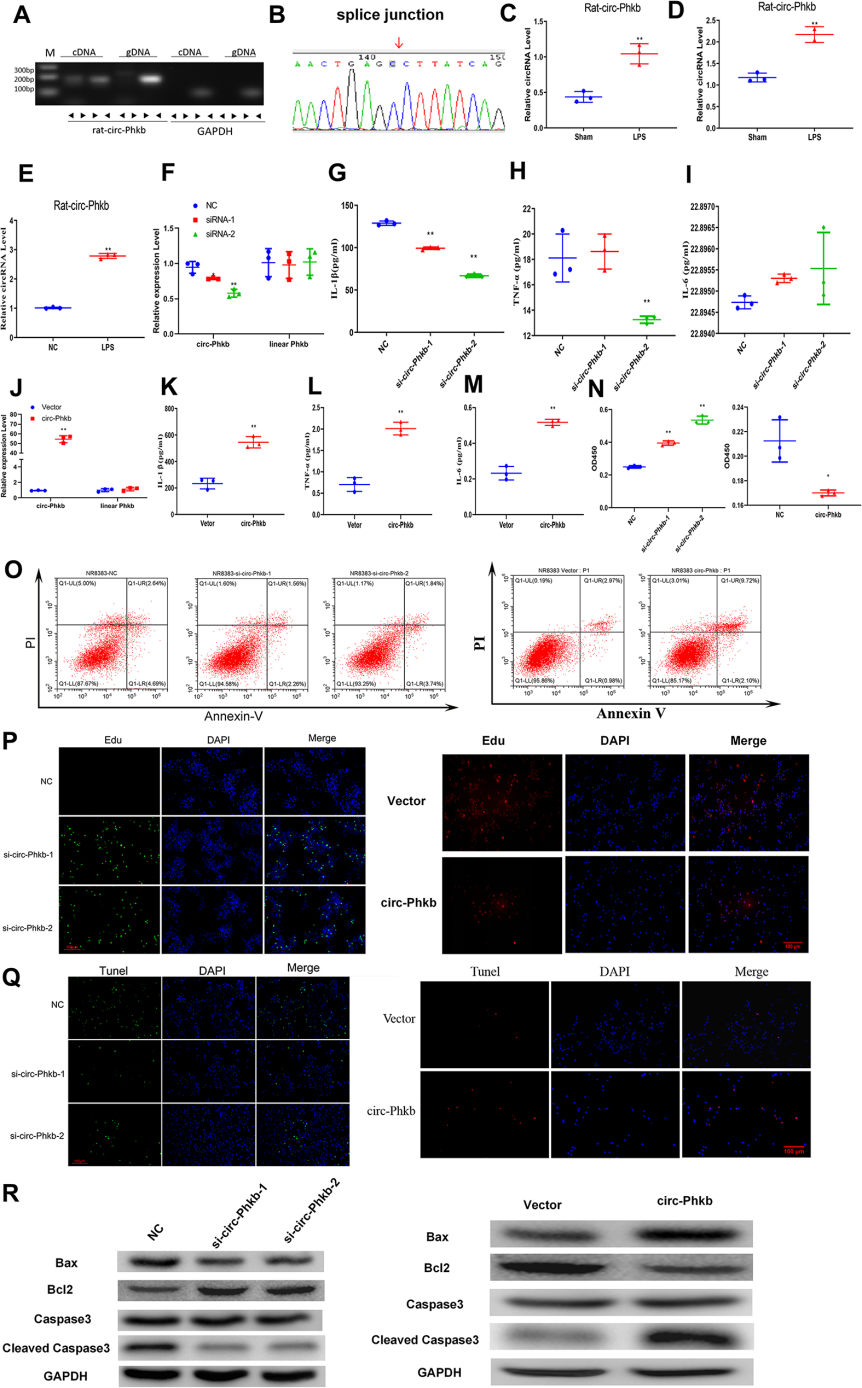
Circ-Phkb affects the expression of inflammatory factors and cell viability in rat alveolar macrophages. **(A)** PCR identification of the circular form of circ-Phkb. **(B)** Sanger sequencing verifying the splice junction of circ-Phkb. **(C)** The upregulated circ-Phkb expression in the lung tissues and lung macrophages of LPS-induced rats **(D)** and LPS-induced NR8383 cells **(E)** verified by qRT-PCR. **(F)** qRT-PCR showed that siRNAs significantly reduced the expression of circ-Phkb but not linear Phkb in NR8383 cells. ELISA assay showing the effects of circ-Phkb downregulation on the release of IL-1β **(G)**, TNF-α **(H)**, and IL-6 **(I)** in the supernatant of LPS-induced NR8383 cells. **(J)** qRT-PCR confirmed that circ-Phkb but not linear Phkb expression was significantly upregulated in NR8383 cells after transfection with circ-Phkb overexpression plasmid. ELISA assay showing the effects of circ-Phkb overexpression on the release of IL-1β **(K)**, TNF-α **(L)**, and IL-6 **(M)** in the supernatant of NR8383 cells. **(N)** CCK8 assay was used to detect the cell viability changes before and after inhibiting or promoting the circ-Phkb expression in NR8383 cells with LPS treatment. **(O)** Flow cytometry analysis was used to detect the cell apoptosis before and after inhibiting or promoting the circ-Phkb expression in NR8383 cells with LPS treatment. **(P)** Edu staining showing the proliferation level before and after inhibiting or promoting the circ-Phkb expression in NR8383 cells with LPS treatment. **(Q)** TUNEL assay showing the level of apoptosis alternation before and after inhibiting or promoting the circ-Phkb expression in NR8383 cells with LPS treatment. **(R)** WB assay showing the expression level of apoptosis-related protein changes before and after inhibiting or promoting the circ-Phkb expression in NR8383 cells with LPS treatment. **p < 0.01 vs. Sham/NC/Vector, *p < 0.05 vs. NC

We further transfected circ-Phkb siRNA (siRNA-1 and siRNA-2) into NR8383 cells and subjected them to 24-h LPS treatment to clarify the function of circRNA. The cell supernatant was collected for ELISA assay. As shown in Fig. 5, circ-Phkb siRNA, both siRNA-1 and siRNA-2 significantly downregulated the expression of circ-Phkb and IL-1β, but they did not affect linear Phkb mRNA expression (Fig. 5F and G). SiRNA-2 can significantly down-regulate the expression of TNF-α but has no significant effect on IL-6 expression (Fig. 5H and I). On the contrary, the expression of circ-Phkb was significantly increased after the circ-Phkb plasmid was transfected into NR8383 cells for 24 h while linear Phkb mRNA expression remained unchanged (Fig. 5J). ELISA assay revealed that circ-Phkb overexpression significantly up-regulates the expression of IL-1β, TNF-α, and IL-6 (Fig. 5K and M). Additionally, circ-Phkb inhibition in NR8383 cells with LPS treatment increased the cell viability and anti-apoptosis-related protein expression (BCL2), decreased the apoptosis rate and pro-apoptosis-related protein expression (Bax, cleaved caspase 3), but circ-Phkb overexpression had the opposite effect (Fig. 5N and R).

### Circ-phkb promotes CCL2 expression via TLR4/MyD88/NF-kB pathway in rat alveolar macrophages

Bioinformatics indicates that CCL2 and MMP9 are the downstream target genes of circ-Phkb. We used qPCR to detect the effects of circ-Phkb downregulation and overexpression on the mRNA and protein levels of CCL2 and MMP9 in NR8383 cells to verify whether circ-Phkb regulates CCL2 and MMP9. Transfection of circ-Phkb siRNA-1 and siRNA-2 significantly inhibited CCL2 mRNA expression but did not affect MMP9 mRNA level (Fig. 6). On the contrary, the transfection of circ-Phkb overexpressing plasmid significantly upregulated the mRNA level of CCL2 and downregulated the mRNA level of MMP9 (Fig. 6A).

**Fig. 6:**
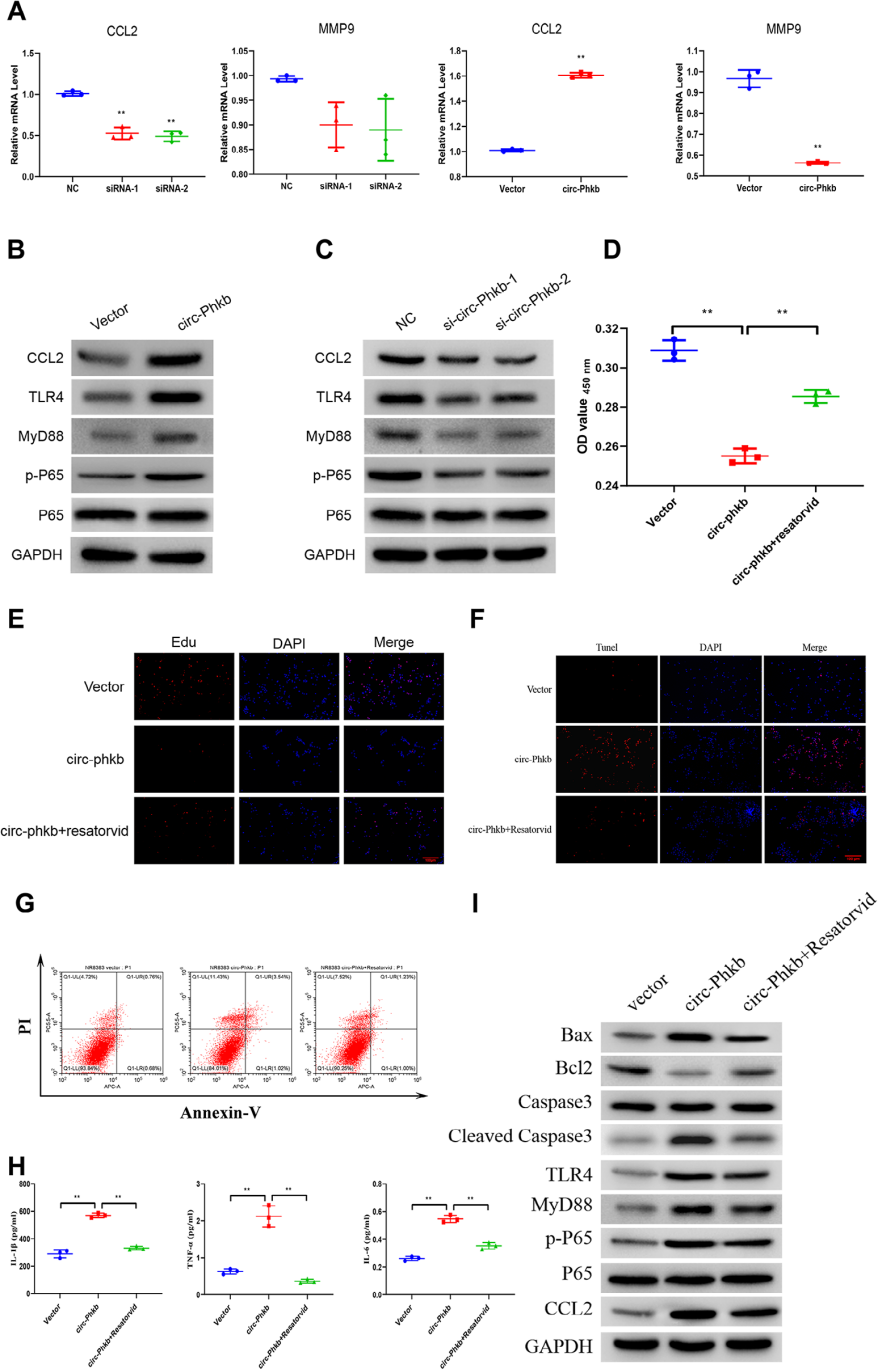
Circ-Phkb affects the expression and function of CCL2 by regulating TLR4/MyD88/NF-kB signaling. **(A)** qRT-PCR showing the effect of circ-Phkb downregulation and overexpression on CCL2 and MMP9 expressions. WB showing the effects of circ-Phkb overexpression **(B)** and downregulation **(C)** on the TLR4/MyD88/NF-kB signaling pathway. CCK8 assay **(D)**, Edu staining **(E)**, TUNEL assay **(F)**, flow cytometry **(G)**, and ELISA assay **(H)** showing the effect of TLR4 signaling pathway inhibitor (Resatorvid) on proliferation, apoptosis, and levels of IL-1β, TNF-α, and IL-6 in circ-Phkb that overexpresses NR8383 cells after 24 h of Resatorvid treatment. **(I)** WB shows the effect of Resatorvid on the TLR4/MyD88/NF-kB signaling pathway, apoptosis-associated proteins, and CCL2 expression in NR8383 cells overexpressing circ-Phkb. **p < 0.01 vs. NC/Vector/circ-Phkb

Abnormal TLR4/MyD88/NF-kB pathway activation is one of the important disease mechanisms of ALI. We transfected circ-Phkb siRNA and overexpression plasmid into cells and detected the expression of key proteins in the pathway to detect the function of circ-Phkb on TLR4/MyD88/NF-kB pathway and circ-Phkb. WB results revealed that circ-Phkb expression increased TLR4 and MyD88 expression and P65 phosphorylation in the NF-kB pathway (Fig. 6B). In contrast, circ-Phkb siRNA-1 and siRNA-2 significantly inhibited the TLR4 and MyD88 expressions and the P65 phosphorylations (Fig. 6C) after LPS induction. We further investigated whether the TLR4 pathway inhibitor Resatorvid has an antagonistic effect on the cellular biological functions of circ-Phkb to further confirm that the effect of circ-Phkb on cells is related to this pathway.

CCK8 assay revealed that Resatorvid partially reverses the decrease in cell viability (Fig. 6D) and cell proliferation caused by circ-Phkb expression, which can be proved from the results of Edu staining (Fig. 6E). Simultaneously, both TUNEL assay and cytometry revealed that Resatorvid inhibited the apoptosis level caused by circ-Phkb overexpression in NR8383 cells (Fig. 6F and G). Additionally, the ELISA results revealed that Resatorvid inhibited the increase of IL-1β, TNF-α, and IL-6 that were induced by circ-Phkb overexpression (Fig. 6H). Finally, the WB results demonstrated that the circ-Phkb overexpression caused the upregulation of pro-apoptotic-related proteins Bax, cleaved-Caspase3, and CCL2, while the downregulation of the apoptosis-inhibiting protein BCL2, and the activation of the key protein of TLR4/MyD88/NF-kB pathway, including TLR4, MyD88, p-P65, and p65 (Fig. 6I).

## Discussion

The existing research on the expression and function of circRNA in ALI remains limited. Previous studies have revealed that the expression profile of circRNA in the lungs of the ALI mouse model induced by LPS has significantly changed. Additionally, these differentially expressed circRNAs it is predicted to regulate metabolic pathways such as cellular macromolecule metabolic process and cellular metabolic process [12]. Another study revealed that circRNA is ubiquitous and differentially expressed in the lungs of rats with ALI caused by smoke inhalation [11]. Similar to the results of these previous studies, our study revealed differentially expressed circRNAs based on the LPS-induced rat model. Our results and other studies indicate that the expression changes of circRNA in ALI may be a common phenomenon and may be involved in regulating the pathological process of ALI.

Lung macrophages, mainly alveolar macrophages, are one of the key factors in ALI occurrence and development [17, 18]. Studies have revealed that lung alveolar macrophage depletion reduces pulmonary edema, lung inflammation, and lung injury in animal models of lung injury [8, 19]. Additionally, previous studies have revealed the expression profile of circRNA in lung macrophages of the ALI mouse model through high-throughput sequencing and predicted its possible biological functions [10]. However, the specific functions of these differentially expressed circRNAs remain unclear. Compared with previous studies, our results provide the expression profile of lung circRNA in the LPS-induced rat ALI model, and we explored the function of circ-Phkb in alveolar macrophages based on these results.

Glycogen phosphorylase kinase β-subunit (PHKB) is the regulatory subunit of phosphorylase kinase, which functions to activate glycogen phosphorylase and glycogen decomposition. It inhibits the proliferation and metastasis of liver cancer cells and promotes apoptosis in tumors [20]. PHKB has different circular RNA isoforms, but their function is unknown. The existing knowledge reported that circ-Phkb-2 has been highly enriched in adipocytes [21]. Additionally, Phkb-derived circRNA upregulation is observed in serum exosomes of patients with idiopathic membranous nephropathy [22]. Cells that are genetically programmed to die in a controlled, ordered manner to preserve the integrity of the internal environment undergo apoptosis. Several genes are activated, expressed, and regulated during apoptosis [23]. Alveolar macrophages are very important for maintaining homeostasis in the airways as the core cells of lung immunomodulation and are involved in the development of a variety of pulmonary diseases [6]. Reduced numbers of alveolar macrophages by apoptosis reduce their ability to phagocytose inflammatory effector cells, which causes the programmed release of large amounts of inflammatory mediators from inflammatory cells, thereby exacerbating lung injury [18]. Our study revealed that Phkb gene-derived circ-Phkb inhibits survival while promoting apoptosis in alveolar macrophages. This function is similar to that of the parent gene PHKB, which is involved in inhibiting cell survival. On the one hand, our results revealed evidence that circ-Phkb regulates lung macrophage survival, on the other hand, it also demonstrated some clues to the function of the cyclic form of PHKB and its parent gene.

This study revealed that circ-Phkb promotes the expression of pro-inflammatory factor (IL-1β, TNF-α, and IL-6) release. Various extracellular signals, such as LPS, stimulate TLR4 to activate MyD88 [24, 25], and then promote the translocation of transcription factor NF-κB to the nucleus, which is the key way for expressing inflammatory factors, including IL-1β, TNF-α, and IL-6 [26]. Research evidence has revealed an abnormally activated TLR4 pathway in ALI and an inhibited TLR4 pathway in ALI animals that have remission after drug treatment [27, 28]. These findings indicate that TLR4 pathway activation plays an important role in ALI. Our study revealed that differentially expressed mRNA is enriched in cytokine-cytokine receptor interaction, PI3K-Akt signaling pathway, TNF, MARK, and other inflammation-related signaling pathways. Additionally, we demonstrated the inhibitory effect of circ-Phkb inhibition on the TLR4/MyD88/NF-kB pathway, while its overexpression promotes pathway activation and the expression of downstream pro-inflammatory factors. These findings indicated that circ-Phkb promotes alveolar macrophage and ALI inflammation by promoting TLR4/MyD88/NF-kB.

We also revealed that circ-Phkb promotes CCL2 expression through the TLR4 pathway. CCL2 is an important regulator of chemotactic monocyte/macrophage transport in CCL2 circulating monocytes and interstitial macrophages. The macrophages are infiltrated into the site of injury or inflammation when infection or inflammation occurs [29]. CCR2 and CCR5 are CCL2 receptors. Increased CCL2 expression enhances the interaction between CCL2 and its receptor and enhances epithelial regeneration after lung injury [30, 31]. Therefore, CCL2 is a great therapeutic target in the pro-inflammatory of ALI. Our study revealed that circ-Phkb can promote CCL2 expression through the TLR4/MyD88/NF-kB pathway, as we have observed that TLR4 inhibitors attenuated the overexpression of key proteins of TLR4/MyD88/NF-kB and CCL2 caused by circ-Phkb overexpression. The promotion of CCL2 by circ-Phkb indicates that circ-Phkb may further inhibit the adhesion function of mononuclear macrophages in the inflammatory microenvironment because CCL2 functions as chemotaxis to mononuclear macrophages, which requires further research in the future.

In summary, we revealed that several circRNAs and mRNAs are differentially expressed in ALI rats. Among them, the upregulated circ-Phkb inhibits the proliferation of alveolar macrophages, thereby promoting apoptosis and the release of pro-inflammatory factors. One of the regulatory pathways is by promoting the TLR4/MyD88/NF-kB pathway. Circ-Phkb contributes to ALI and might be a potential target of ALI treatment.

## Conclusions

Rat circ-Phkb inhibits the survival of alveolar macrophages and increases inflammation, which is involved in promoting LPS-induced ALI. One of its possible mechanisms is through the TLR4/MyD88/NF-kB signaling pathway activation and CCL2 upregulation.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Supplementary Material 1:** Supplemental figure legends

**Supplementary Material 2: Fig. 1.** The agarose gel electrophoresis of seven additional circRNAs

**Supplementary Material 3: Fig. 2.** The Sanger sequencing of seven additional circRNAs

**Supplementary Material 4: Fig. 3.** The expression of seven additional circRNAs in the lung tissues verified by qRT-PCR

**Supplementary Material 5: Fig. 4.** The expression of seven additional circRNAs in LPS-induced NR8383 cells verified by qRT-PCR

## Data Availability

The dataset generated and analysed during the current study is available in the Gene Expression Omnibus (GEO) repository, GSE226036 (enter secure: etuhcsgixnwbvwp).

# Supplementary material for: Circ-phkb promotes cell apoptosis and inflammation in LPS-induced alveolar macrophages via the TLR4/MyD88/NF-kB/CCL2 axis
**Source:** Respir Res. 2024 Jan 29;25:62. doi: 10.1186/s12931-024-02677-6
**Supplement:** Supplementary file 1 — Supplementary Material 1: Supplemental figure legends

Supplemental Figure 1. The agarose gel electrophoresis of 7 additional circRNAs.

Supplemental Figure 2. The sanger sequencing of 7 additional circRNAs.

Supplemental Figure 3. The expression of 7 additional circRNAs in the lung tissues was verified by qRT-PCR.

Supplemental Figure 4. The expression of 7 additional circRNAs in LPS induced NR8383 cells was verified by qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

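CircRNA was sequenced from lung tissue of Sham rats and of LPS rats, with 1 library per group. The authors deposited 1 table of 4734 circRNAs, with the junction position, the host gene names and a value per library under the heading TPM. From the values, these are junction reads scaled by the authors to one total per library (CPM), without a length term and with circRNAs of 0 or 1 read set to 0.001. The methods name Cufflinks 2.0.2 for relative expression and R 3.1 for differential expression. The circRNA caller, the aligner, the genome build and the pooling of rats are not stated in the paper's text. Table columns were assigned to Sham and LPS by their names.

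The size of 1 read was found from the lowest values of each column, 26.2 CPM in Sham and 19.0 CPM in LPS, with 38112 and 52505 junction reads as the depths. Read numbers were used to state depth, limits of detection and 95% Wilson intervals, to set the pseudocount of 0.5 reads and read minimums, and to simulate libraries. No count test was used as a result. Such a test on read numbers had been set before the data were examined, with fold change alone as the rule where reads could not be recovered. Reads were recovered for 100% of the values above the fill-in, so reporting the fold change alone departs from that plan. It is done because CPM are not counts and because a check of the values that includes the fill-in did not accept the recovery. The alternatives that need a test (an exact binomial test, another adjusted p and no fold threshold) were left out, and edgeR was not used. These exact tests had been computed on the read numbers before they were set aside, as stated with the differences from the paper's values. A circRNA counted as different at a fold change of at least 2 on the log2 scale with 0.5 reads added. With 1 library per group, no p-value is given.

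The named circRNAs follow a rule set before the data were examined. It takes every circRNA of the 8 host genes in the primer table, the 5 with the largest fold in each direction among those with reads in both libraries, the 3 with the most reads in each direction among those seen in 1 library, and the 3 with the most reads. The alternatives set at the same time and run here were a pseudocount of 1 read (for the named circRNAs only), zeros at 0.001, at least 4-fold, at least 10 reads over both libraries, and the median of ratios over shared circRNAs as the scale. The median log2 ratio of the 1757 shared circRNAs was -0.46. A circRNA with equal read numbers in both libraries has this same value. This scale therefore compares the read numbers without a correction for depth. Added after seeing the data were the median of ratios over the 323 shared circRNAs with at least 50 reads, which was 0.44, circRNAs with a single host gene name, and the fill-in taken as 1 read. The sum of annotated exons between junction ends could not be used for length, as no annotation of the same build was used here. Changes in mRNA were not analysed here.

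Steps were tested on simulated data. Read numbers were recovered for 4734 of 4734 simulated circRNAs. Of 200 circRNAs changed 4-fold, 199 passed 2-fold in the right direction. These 200 were taken from circRNAs with at least 50 reads over both libraries. The test therefore does not cover the circRNAs with few reads, which make up most of those at least 2-fold different. Unchanged libraries were drawn 20 times. Of 2319 single host gene names, 2265 matched a symbol or synonym of the GRCr8 gene table, 2263 of them on the same chromosome. The host list of 893 circRNAs names small RNA families, and 4 have no host name. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.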

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

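The tests of sampling, neighbouring junctions and shared ends were chosen after the result was seen, and the comparison within host genes before. The minimum of 20 reads that defines the circRNAs below was also chosen after seeing the data.

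Outside the 8 candidates, 78 circRNAs had at least 20 LPS reads and were at the Sham fill-in, which allows 4.74 reads. The paper does not discuss them one by one. With the candidates, 82 circRNAs had this pattern in the LPS library, and 13 had it in the Sham library. Sampling of reads alone does not account for them, since none of the 20 draws of unchanged libraries held more than 1 such circRNA. Of the 95 circRNAs, 1 had a partner within 20 bp at both ends in the other library, so a junction placed a few bases apart does not account for them. Of them 22.1% shared an end with a circRNA of the other library, against 45.4% and 46.1% of the 804 circRNAs with at least 20 reads and reads in both libraries, which share an end with another circRNA that has Sham reads or LPS reads. Amplification of few molecules stays open. Across 126 host genes, the Spearman correlation between the change of the most-read circRNA and that of its siblings sharing no end was 0.023 (Pearson 0.15), which this explanation allows. The siblings had as few as 10 reads together, which lowers any correlation, and in some genes the circRNAs changed the same way (20 of 21 lower for Eln, 9 of 9 for Col3a1). The value therefore does not show that circRNAs of one gene changed independently, and this explanation cannot be told apart from the others left open. A response to LPS at single junctions was not tested and stays open too, because each group has 1 library.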

How the results depend on the processing

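No paired analysis was possible because each group has 1 library. For the same reason leaving out a replicate was impossible. edgeR and the sum of annotated exons were not run. The exact binomial test, the adjusted p of 0.05 and the setting without a fold threshold rest on a count test and are left out with it.

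The count of circRNAs at least 2-fold higher in the LPS library was 1688, and it fell to 1027 with a threshold of 4-fold and to 459 with at least 10 reads over both libraries. The count of lower circRNAs was 2051, and it fell to 468 with at least 10 reads. With the fill-in taken as 1 read, chosen after seeing the data, 883 were higher and 2051 lower, because circRNAs with 2 or 3 LPS reads and a Sham value at the fill-in no longer reach 2-fold. Those with 2 Sham reads and an LPS value at the fill-in still do. Fewer circRNAs enter with a higher threshold or a read minimum by construction. With a threshold of 4-fold, 38.0% of the calls were higher in LPS, against 45.1% in the main setting. The counts stayed within 1.5 times of the main ones with zeros at 0.001, with the median of ratios over shared circRNAs, with the median of ratios over circRNAs with at least 50 reads and with single host names, the last 2 chosen after seeing the data. The share of circRNAs spanning at most 500 nt went from 13.1% to 14.5% with at least 10 reads, and the cause was not tested. The number of chromosomes went from 22 to 21.

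The log2 fold change of circ-Phkb stayed above 1 under each alternative run, between 1.44 with the scale of circRNAs with at least 50 reads and 2.35 with that of shared circRNAs. For the 42 other named circRNAs, 195 of their values under the alternatives kept direction and side of 2-fold, 3 were stronger, 6 weaker and 6 reversed. With the fill-in as 1 read, 4 junctions with 2 or 3 LPS reads fell below 2-fold (Tlk2, Susd1 and 2 of Phkb), and the change of circ-Phkb, above the fill-in in both libraries, was the same. The reversed values belong to small changes. With the median of ratios over shared circRNAs, Phkb (22177001 to 22179584) was at 0.24 and Herc1 (72138878 to 72148728) at 0.35. With that over circRNAs of at least 50 reads, Ssbp2 was at -0.22, the second Arl1 junction at -0.33 and Tcaim (131868543 to 131872872) at -0.42. With a pseudocount of 1 read the same Tcaim junction was at -0.047. The cause was not tested beyond the shift each scale makes.

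Depth limits these results. Of all circRNAs, 66.6% had fewer than 10 reads over both libraries, and so had 75.2% of those at least 2-fold different.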

Differences from the paper's values

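By fold change alone, 3739 circRNAs differed between the libraries, against the paper's 267. Of these 1688 were higher in the LPS library, against the paper's 174, and 2051 were lower, against the paper's 93. Every circRNA seen in 1 library only is included in these counts by construction. Of the alternatives set for these counts before the data were examined, the 4 run here did not close the gaps. In all, 2702 circRNAs passed at 4-fold (1027 higher and 1675 lower), 3698 with the median of ratios over shared circRNAs (1846 and 1852), 927 with at least 10 reads over both libraries (459 and 468) and 3814 with zeros at 0.001 (1713 and 2101). The paper also applied a false discovery rate, which these settings leave out. Fisher's exact test on the read numbers derived from the values, at the paper's thresholds, was the test set before the data were examined, and when it was run its counts were nearly the same as all 3 of the paper's, so with it these differences closed. An exact binomial test in its place gave the same counts. Fisher's test also came within 1.5 times of the paper's counts without the fold threshold, at 4-fold, with at least 10 reads over both libraries or, chosen after seeing the data, with single host names. An adjusted p of 0.05 and either median of ratios scale did not. These counts are not given as results because the deposited values are CPM, from which the read numbers were derived. Leaving them out departs from the plan set before the data were examined.

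The paper states that upregulated circRNAs outnumber downregulated ones. By fold change alone, 45.1% of the circRNAs that differed were higher in LPS, with 49.9% on the median of ratios scale, 49.5% with at least 10 reads over both libraries and, chosen after seeing the data, 41.2% on the scale of circRNAs with at least 50 reads and 30.1% with the fill-in as 1 read. Libraries drawn without a change gave 944 to 1021 higher and 575 to 644 lower, so the depths alone shift this share. With Fisher's exact test at the paper's thresholds, the higher circRNAs outnumbered the lower ones as in the paper, but not at an adjusted p of 0.05 or on the scale of circRNAs with at least 50 reads.

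The paper states that the lengths of its differential circRNAs were mainly concentrated within 500 nt. By genomic span, which includes introns and is an upper limit on length, 13.1% were at most 500 nt. This is a lower limit on the share within 500 nt, so it cannot show a difference from the paper.

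The paper selects as candidates circRNAs with target genes in inflammatory or oxidative damage pathways and the highest folds. The pathway condition was not applied here, so the selection itself was not tested. Without it, 459 higher circRNAs had at least 10 reads over both libraries. Of these, 95 had a fold above the 3.83 of circ-Phkb when 3 or fewer Sham reads are taken as 4.74 reads. Taken as 3 reads instead, the number was 197. With either limit, 6 of the other candidates had a fold above that of circ-Phkb, and Tbc1d8, at 3.45-fold, was below it.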

Other observations

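The comparison of log2 fold change with span was chosen before its result was seen, and the other tests of this part after.

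The rise of circ-Phkb was not shared by the other Phkb junctions in the table, whose joint value was 0.73-fold in LPS. A change of the host gene would be expected to raise them too, but they had 25 reads in each library and how far junctions of one gene differ between libraries of the same group is not known, so a change of the host gene and a change of this junction alone cannot be told apart with 1 library per group. The scale of the libraries does not account for the rise, since on the scale of circRNAs with at least 50 reads, the least favourable one, circ-Phkb was 2.81-fold higher.

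The LPS library had more reads and fewer circRNAs than the Sham library, 3201 against 3290. Greater depth argues the other way. Drawn down to the Sham depth, the LPS library would hold 2742 circRNAs with at least 2 reads. A few dominant circRNAs do not account for it, since the 10 largest held 13.1% of LPS reads and 14.9% of Sham reads. CircRNAs with 10 or fewer reads held 17.4% of LPS reads and 28.3% of Sham reads. These shares were not drawn down to equal depth, and greater depth by itself lowers such a share. How much of the difference comes from depth was not measured. Whether the LPS library holds fewer distinct molecules stays open, because the values carry no molecular identifiers. No biological explanation was tested.

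The spread of log2 fold changes among circRNAs with many reads was larger than sampling gives. Across 899 circRNAs with at least 20 reads, log2 fold change and span had a Spearman correlation of -0.11, between the limits set for and against a shift with span, so a part played by RNA fragmentation or size selection cannot be told apart from other sources.

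CircRNAs of 3 matrix genes, singled out after their values were seen, were lower in the LPS library. The 21 Eln circRNAs had 331 Sham and 206 LPS reads and 20 of them were lower. The 9 Col3a1 circRNAs had 70 and 2 listed reads, and the 4 Col4a1 circRNAs had 41 and none listed. In LPS, 14, 8 and 4 of them were at the fill-in. On the main scale the 3 genes together were 2.93-fold lower, and 2.60-fold lower with the fill-in as 1 read. On the median of ratios scale they were 2.12-fold lower, and 1.89-fold lower with the fill-in as 1 read. They were thus lower on both scales, but how large a part the scale played cannot be told. The other 10 collagen genes, with 45 Sham and 55 LPS reads, were at 0.89-fold, but Col3a1 and Col4a1 were set apart for their low values, so whether collagen genes share the change cannot be told. A different piece of lung in each library and a response to LPS both stay open as untested.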
